# Selenite Induces Cell Cycle Arrest and Apoptosis *via* Reactive Oxygen Species-Dependent Inhibition of the AKT/mTOR Pathway in Thyroid Cancer

**DOI:** 10.3389/fonc.2021.668424

**Published:** 2021-05-21

**Authors:** Zhen Cheng, Shuang Yu, Weiman He, Jie Li, Tianyi Xu, Junyu Xue, Peijie Shi, Shuwei Chen, Yanbing Li, Shubin Hong, Haipeng Xiao

**Keywords:** thyroid cancer (TC), sodium selenite, the AKT/mTOR pathway, cell cycle, apoptosis

## Abstract

Thyroid cancer is the most common endocrine malignancy, and its incidence has increased in the past decades. Selenium has been shown to have therapeutic effects against several tumors. However, its role in thyroid cancer and its underlying molecular mechanism remains to be explored. In the present study, we demonstrated that sodium selenite significantly decreased cell viability and induced G0/G1 cell cycle arrest and apoptosis in thyroid cancer cells in a dose-dependent manner. Transcriptomics revealed that sodium selenite induced intracellular reactive oxygen species (ROS) by promoting oxidative phosphorylation. Increased intracellular ROS levels inhibited the AKT/mTOR signaling pathway and upregulated EIF4EBP3. Intracellular ROS inhibition by N-acetylcysteine (NAC) ameliorated the cellular effects of sodium selenite. The *in vitro* findings were reproduced in xenograft thyroid tumor models. Our data demonstrated that sodium selenite exhibits strong anticancer effects against thyroid cancer cells, which involved ROS-mediated inhibition of the AKT/mTOR pathway. This suggests that sodium selenite may serve as a therapeutic option for advanced thyroid cancer.

## Introduction

The increase in the worldwide incidence of thyroid cancer over the past decade has been one of the fastest among cancers (1). According to the latest data, thyroid cancer is the most common malignancy of the endocrine system and is the ninth most common malignancy in the world (2). Differentiated thyroid cancer accounts for the majority of thyroid cancers, and approximately 10% of these cases cannot be cured using conventional treatments and can develop into metastatic disease (3). Anaplastic thyroid cancer is the most aggressive subtype of thyroid cancer, with a median overall survival of <10 months (4). Therefore, novel treatment strategies are urgently needed for the management of advanced thyroid cancer patients.

The cell cycle is a highly conserved cellular process consisting of four consecutive stages: G1, S, G2, and M. The normal progression of the cell cycle is regulated by various cyclin-dependent kinases (CDKs) and their partner cyclins. Continuous cell proliferation caused by uncontrolled cell division is one of the most important pathological manifestations involved in cancer progression. Among the complex cell cycle regulatory mechanisms, reactive oxygen species (ROS) have been shown to have an important impact on DNA synthesis, DNA stability, and cell cycle progression (5, 6). It is well established that cancer cells exhibit consistently high levels of ROS due to genetic and metabolic changes (7). The continuing ROS production forces cancer cells to develop effective ROS detoxification mechanisms, and the dependence on the antioxidant system increases cancer cells’ vulnerability to oxidative stress (8). By increasing oxidant production above the toxicity threshold, tumor cells can be killed *via* cell cycle arrest and apoptosis, while normal cells would be preserved. Thus, strategies aimed at inhibiting abnormal cell proliferation by altering the redox state in tumor cells open new avenues in cancer treatment (9).

Selenium (Se) is an essential trace mineral for humans. Its dysregulation has been linked to cancer and other complex diseases (10). Studies have shown that malignant cells are more sensitive to selenium than normal cells (11, 12). Importantly, selenium supplementation has been shown to be inversely associated with cancer risk and it improved the efficacy of anticancer drugs and the overall clinical outcomes of cancer patients (13). As the most commonly used selenium compound, sodium selenite (SS) has been reported to inhibit the growth of liver, breast, and peritoneal cancers by regulating redox homeostasis (14–16). Interestingly, decreased serum selenium concentration was associated with an increased incidence of thyroid cancer (17), and a significantly decreased selenium concentration was found in thyroid cancer tissues (18, 19). Herein, we tested the hypothesis that SS may have an anti-thyroid cancer effect by performing a series of *in vitro* and *in vivo* experiments.

## Materials and Methods

### Cell Lines

The thyroid cancer cell lines KTC-1, BCPAP, 8505C, and KHM-5M cells were obtained from the Cell Culture Collection of the Chinese Academy of Sciences (Shanghai, China). The sources of the TPC-1 (a thyroid cancer cell line) and Nthy-ori 3-1 cells (an immortalized thyroid epithelial cell line) were as previously described (20). The KTC-1, BCPAP, and KHM-5M cells were cultured in Roswell Park Memorial Institute (RPMI)-1640 (Gibco) with 10% fetal bovine serum (FBS; Gibco). The 8505C, TPC-1, and Nthy-ori 3-1 cells were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM; Gibco) with 10% FBS. The cells were routinely cultured at 37°C in an atmosphere containing 5% CO_2_.

### Drugs

SS was purchased from Sigma (Cat#: S9133). It was dissolved in sterile water in a biosafety cabinet to a concentration of 50 mg/mL for storage at -20°C. A working solution was prepared using sterile water before use. N-acetylcysteine (NAC) was also purchased from Sigma (Cat#: A7250). The NAC ampoule was fully dissolved in sterile water in a 37°C water bath (to accelerate the dissolution) and then stored at -20°C. The working concentration of NAC used for cell culture was 2 mM, and the pH was adjusted to 7.0 before use.

### Cell Viability Assay

Cells were seeded in 96-well flat-bottom plates at a density of 1000 cells per well. After 24 h, the cells were exposed to different concentrations of SS with or without NAC. Cell viability was evaluated using Cell Counting Kit-8 (CCK8) assays (Dojindo Laboratories). After incubation with a medium containing CCK8 solution for 2 h, the absorbance was assessed using a Multimode Microplate Reader (Thermo Fisher Scientific). Half maximal inhibitory concentration (IC50) values were calculated using GraphPad 5.0.

### Colony Formation Assay

Cells were seeded in 6-well plates and treated with different concentrations of SS for 2 weeks. Colonies were then fixed with 4% paraformaldehyde for 15 min and stained with 5% crystal violet for 15 min. Photos of the colonies were taken after washing with double-distilled water.

### Cell Cycle Analysis

Cells were seeded in 6-well plates and treated with different concentrations of SS for 24 h. The cells were then harvested and fixed in 70% ethanol at -20°C overnight. Thereafter, they were incubated with RNase A and stained with propidium iodide (PI) at 37°C for 1 h. The cells were evaluated using a flow cytometer (Thermo Fisher Scientific). The distribution of cells according to the cell cycle phases was then analyzed using FlowJo 10.6.2.

### Apoptosis Analysis

Cells were seeded in 6-well plates and treated with different concentrations of SS for 24 h. Cells in the medium and adherent cells were all collected and stained using an Annexin V- fluorescein isothiocyanate (FITC)/PI Apoptosis Detection Kit (AD10; Dojindo Laboratories) according to the manufacturer’s protocol. Apoptotic cells were then analyzed using flow cytometry.

### Detection of Caspase-3/7 Activity and Hoechst Staining

Cells were seeded in 96-well plates (black plates, clear bottom with lid) and treated with different concentrations of SS for 24 h. The cells were then stained with Caspase-3/7 Green ReadyProbes Reagent (R37111; Thermo Fisher Scientific) and Hoechst-33342 (Beyotime Institute of Biotechnology) for 30 min, and the fluorescent signals were detected using FITC and 4’,6-diamidino-2-phenylindole (DAPI) filters.

### Western Blotting

Cells were harvested and lysed using lysis buffer for 15 min at 4°C. The protein concentration was assessed using a bicinchoninic acid (BCA) assay. Western blotting was carried out as described previously (21). The primary antibodies were as follows: phospho-AKT S437 (4060T; Cell Signaling Technology), total AKT (4691T; Cell Signaling Technology), phospho-mTOR S2448 (ab109268; Abcam), total mTOR (ab32028; Abcam), phospho-ERK1/2 T202/Y204 (#4370; Cell Signaling Technology), total ERK1/2 (#4695; Cell Signaling Technology), and β-actin (ab8226; Abcam).

### Detection of ROS

Cells were seeded in 96-well clear-bottom black plates and treated with 10 µM SS or phosphate-buffered saline (PBS). For some cells, NAC (2 mM) was added to eliminate the cellular ROS. After 6 h of treatment, the cells were incubated for 1 h in a medium containing 10 µM dichlorofluorescin diacetate (DCFH-DA) at 37°C. The cells were then washed twice and re-suspended in a growth medium for detection. The fluorescent signals were detected by microscope.

### qRT-PCR

After treating thyroid cancer cells with SS or PBS (control), total RNA extraction, cDNA synthesis, and qRT-PCR were performed as described previously (21). The expression of β-actin was used as the reference. The sequences of the primers are presented in **Supplementary Table 1**.

### RNA-Seq

Total RNA was extracted using TRIzol reagent and purified using oligo(dT)-attached magnetic beads. The purified RNA was fragmented into small pieces, and the first-strand cDNA was generated using random priming, followed by second-strand cDNA synthesis. After end repair, the cDNA was amplified by PCR, and the products were validated using an Agilent Technologies instrument. The final library was generated after heat denaturation and circularization of the PCR products. Thereafter, single-end 50-base reads were generated on a BGIseq500 platform (BGI-Shenzhen, China). The sequencing data were filtered using SOAPnuke, stored in FASTQ format, and mapped to HISAT2 (v2.0.4). Expression levels were calculated using RSEM (v1.2.12). The heatmap was constructed using pheatmap (v1.0.8). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was performed using Phyper. There were two biological replicates for each experiment. A q value ≤0.05 based on the Bonferroni correction was considered statistically significant.

### siRNA Transfection

EIF4EBP3-targeting siRNA and negative control siRNA were purchased from YouBio (Changsha, China). Thyroid cancer cells were seeded in 6-well plates, cultured for 24 h until they reached 40–50% confluence, and then transfected with EIF4EBP3-targeting siRNA or negative control siRNA using a Lipo3000 Transfection Kit (Invitrogen) according to the manufacturer’s instructions. After 48 h of transfection, the cells were harvested and used for further experiments. The sequence of the negative control siRNA was: 5’- UUCUCCGAACGUGUCACGUTT-3’. 

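EIF4EBP3 encodes 4E-BP3, a protein of the family that binds the translation initiation factor eIF4E. In GENCODE release 29, the gene lies on the plus strand of chromosome 5 of GRCh38 from 140547666 to 140549578 and has 3 exons, at 140547666 to 140547840, 140548906 to 140549076 and 140549234 to 140549578. Its transcript is 691 bases long, and its stop codon starts at 140549260, in exon 3. Written as DNA, the knockdown target CGCACAATTTGAAATGGAC was found on the plus strand at 140549238 to 140549256, also in exon 3. This corresponds to bases 351 to 369 of the transcript, and all 19 bases of the target lie inside the coding sequence. The target was found in 4 annotated transcripts of 2 genes. One is the transcript of EIF4EBP3, and the other 3 belong to ANKHD1-EIF4EBP3, a read-through gene that joins the upstream gene ANKHD1 with EIF4EBP3. The read-through gene shares 507 of the 691 bases of the EIF4EBP3 transcript (73.4%), so reads and the siRNA can match both.

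**Figure D1:**
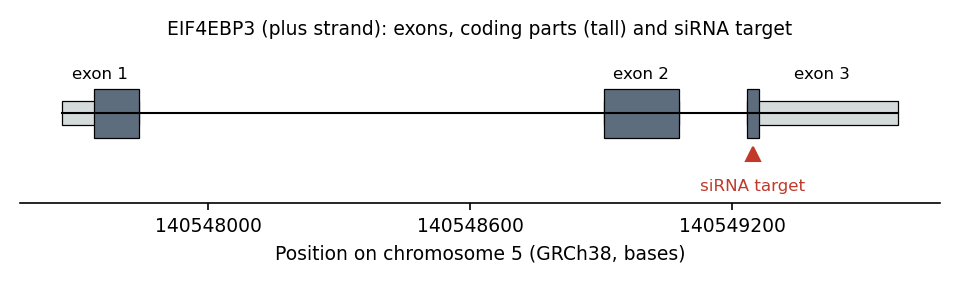
Map of EIF4EBP3 on chromosome 5 (horizontal axis, position in bases, GRCh38), with exons as boxes, coding parts as tall dark boxes and the siRNA target as a red triangle. The target, at 140549238 to 140549256, sits at the start of exon 3, before the stop codon.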

The sequence of the EIF4EBP3-targeting siRNA was: 5’- CGCACAAUUUGAAAUGGAC-3’.

### Animal Studies

Animal studies were carried out according to the Guidelines of the Animal Investigation Committee and approved by the Ethical Committee of The First Affiliated Hospital of Sun Yat-sen University. KHM-5M cells (5×10^6^) or BCPAP cells (5×10^6^) were injected subcutaneously into the right flank of 4-week-old BALB/c nude mice. The mice with xenografts were then given 2, 4, or 8 mg/kg/day SS (200 µL/day; Cat#: S5261; Sigma) or saline through oral administration. For the SS+NAC group, pH-corrected NAC (30 mM) was added to the drinking water. Bodyweight and tumor size (using digital calipers) were assessed every 3 days, and the tumor volumes were calculated according to the formula: length × width^2^ × 0.5. All mice were sacrificed at the end of treatment. Tumor tissues and major organs were collected for immunohistochemical and hematoxylin and eosin (HE) staining.

### Immunohistochemical and HE Staining

Tumor tissues and major organs were fixed with 4% paraformaldehyde, dehydrated, embedded in paraffin, and cut into 5-µm-thick sections. The tissue sections were dewaxed (by heating at 60°C for 2 h), washed in xylene, and then rehydrated using a graded ethanol series. After antigen retrieval using microwave heating and blocking with 20% goat serum, the tissue sections were incubated with primary antibody (anti-Ki67 antibody; ab15580; Abcam) overnight at 4°C. Subsequently, immunodetection was carried out using a 3,3’-diaminobenzidine (DAB) peroxidase substrate kit (K5007; Dako) according to the manufacturer’s protocol. For HE staining, the slides were stained with hematoxylin and eosin sequentially after dewaxing and rehydration.

### Terminal Deoxynucleotidyl Transferase dUTP Nick End Labeling (TUNEL) Assay

Tissue sections were dewaxed and rehydrated as mentioned above, and then incubated with proteinase K for 30 min at 37°C. After washing with PBS, the tissue sections were incubated with TUNEL reaction solution for 60 min at 37°C in the dark and then dyed with DAPI and fixed in fluorescent mounting media.

### Statistical Analysis

Student’s t-test and one-way ANOVA analysis were used to determine statistical significance. Statistical analysis was performed using GraphPad Prism 5.0 (GraphPad Software, Inc., La Jolla, CA, USA). A p-value of <0.05 was considered statistically significant.

## Results

### SS Inhibits the Viability of Thyroid Cancer Cells

To investigate the effect of SS on thyroid cancer, we first evaluated the cell viability by treating six thyroid cell lines with SS. As shown in **Figure 1A**, the viability of the five thyroid cancer cell lines treated with SS were all significantly reduced compared to the control group in a time- and dose-dependent manner. However, selenite had no significant inhibitory effect on the viability of the immortalized thyroid epithelial cell line Nthy-ori 3-1. The IC50 of selenite was higher in the thyroid cancer cells than in the Nthy-ori 3-1 cells (**Figure 1B**). The selenite dose-dependent inhibition of thyroid cancer cells was also demonstrated by the colony formation assays (**Figures 1C** and **S1A**). Notably, there was no significant difference in the anticancer effect of selenite between the BRAF wildtype (WT) tumor cells (TPC-1, KTC-1, and KHM-5M) and the BRAF^V600E^-positive tumor cells (BCPAP and 8505c). Taken together, these data showed that thyroid cancer cells were more sensitive to SS compared to human thyroid epithelial cells.

**Figure 1:**
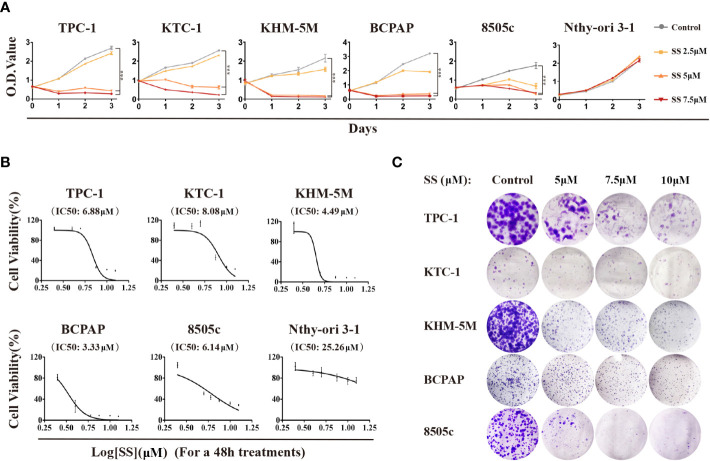
Cytotoxicity of SS in thyroid cancer cells. **(A)** Five thyroid cancer cell lines and one thyroid epithelial cell line were treated with different concentrations of SS for the indicated times. Cell viabilities were determined by CCK8 assays. **(B)** Half maximal inhibitory concentration (IC50) values were calculated using the Reed–Muench method. **(C)** Effect of SS on cell growth based on colony formation assays. SS, sodium selenite. ***P < 0.001.

### SS Induces G0/G1 Cell Cycle Arrest and Apoptosis in Thyroid Cancer Cells

To investigate whether the modulation of the cell cycle contributes to the anti-proliferation effect of SS, we analyzed the cell cycle distribution in thyroid cancer cells by flow cytometry. Compared to the control group, the percentage of cells at the G0/G1 phase was increased in the SS group, while cells in other phases were decreased (**Figure 2A**). These results implied that SS effectively induced cell cycle arrest at the G0/G1 phase in a dose-dependent manner.

**Figure 2:**
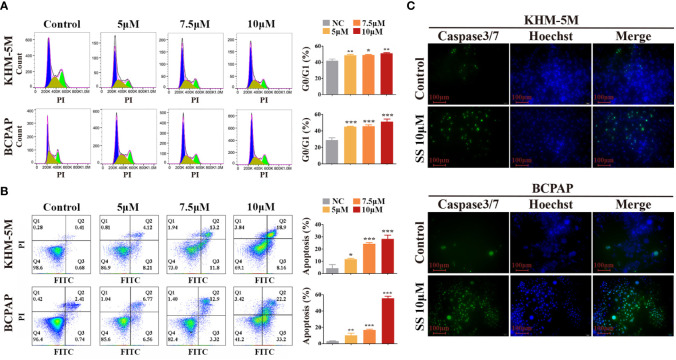
SS induces G0/G1 cell cycle arrest and apoptosis in thyroid cancer cells. **(A)** Cell cycle analysis was performed in KHM-5M and BCPAP cells after SS incubation for 24 h. **(B)** Apoptosis was evaluated by flow cytometry after treatment with the indicated concentrations of SS for 24 h. **(C)** Caspase-3/7 activity after SS treatment for 24 h. SS, sodium selenite. *P < 0.05; **P < 0.01; ***P < 0.001.

Typical morphological features of apoptosis were observed in thyroid cancer cells during prolonged selenite treatment (**Figure S1B**), suggesting that SS also induced apoptosis of thyroid cancer cells. Next, we performed Annexin V-FITC/PI staining assays followed by flow cytometry, and caspase activity detection, to confirm this. As shown in **Figures 2B, C**, the proportion of Annexin V-positive cells and the activity of caspase 3/7 were significantly increased after SS treatment. Moreover, the anti-apoptotic protein Bcl-2 was decreased after SS treatment (**Figure S1C**). Taken together, the results show that SS was capable of impeding cell cycle progression and triggering apoptosis in thyroid cancer cells.

### SS Induces ROS by Promoting the Oxidative Phosphorylation Pathway

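RNA of KHM-5M cells, a thyroid cancer cell line with wild-type BRAF, was sequenced in 2 control libraries and 2 libraries of cells treated with SS. The paper gives an SS dose of 10 µM for these cells (Fig. 3A), whereas the titles of the SS samples carry the number 5 without a unit. The paper's text does not name the exposure time of the sequenced cells. Polyadenylated RNA was captured, fragmented and copied from random primers, and single-end reads were made on a BGIseq500. The authors filtered the reads with SOAPnuke, mapped them with HISAT2 and estimated reads per gene with RSEM, which divides a read that matches several genes among them. The deposited table lists these expected counts for 17687 genes, and 44.8% of the counts were not whole numbers. They summed to 17645545 and 22016655 in the control libraries and to 23493415 and 23810056 in the SS libraries.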

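The counts were rounded, scaled with TMM factors of 1.02 and 1.00 in control and 0.977 in SS replicate 1, with the lowest factor in SS replicate 2, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered 14005 genes that passed edgeR's filter on low counts. A further 2 libraries of this series, treated with SS and N-acetylcysteine, entered the same fit, so that the 3 groups shared one estimate of the spread. The biological coefficient of variation of this fit was 6.74%. The counts of the replicates differed by more than the sampling noise, with a chi-square of 3.10 per degree of freedom between the control libraries and 7.33 between the SS libraries, so each library was kept as a replicate. A gene was called differentially expressed at an adjusted p of at most 0.05. The paper's methods name the same limit for a q value with the Bonferroni correction. The q values for SS against control in the authors' deposited table lay within 1.61e-15 of a Benjamini-Hochberg adjustment of its p-values, so that adjustment was used here, and counts under Bonferroni adjustment are given beside it.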

We next conducted a comprehensive RNA-seq analysis of early transcriptomic changes in KHM-5M cells to identify the underlying mechanism of SS. 

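Component 1 of a principal component analysis on log2 CPM of the 14005 tested genes, centred and not scaled, held 49.4% of the variance. Its scores were -17.5 and -12.5 in the control libraries and 28.1 and 37.5 in the SS libraries. Component 2 held 20.8%, with scores of 17.7 and 20.2 in control and -7.54 and 3.28 in SS. The root mean square log2 difference per gene was 0.314 between the control libraries and 0.325 between the SS libraries. It was at least 0.472 in each of the 4 pairs of an SS and a control library, with a mean of 0.496. This mean was 1.55 times the mean over the replicate pairs of the 3 groups. Over the 500 most variable genes the ratio was 1.34, and with log2(FPKM + 1) in place of log2 CPM it was 2.06. No permutation test was run on this separation, because 2 libraries in each group allow too few arrangements.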

The principal component analysis clearly separated the SS-treated cells from the control cells. 

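Between SS and control, 5609 of the tested genes had an adjusted p of at most 0.05 from edgeR's quasi-likelihood test, 2605 of them higher and 3004 lower in SS. The change was at least 2-fold in 277 of these genes, of which 110 were higher and 167 lower. Across the called genes, the median size of the log2 fold change was 0.45. Bonferroni adjustment left 220 genes, 13 higher and 207 lower, and 64 of them changed at least 2-fold. An offset for transcript length in each library called 1292 genes, and 977 of them were among the 5609. The authors' deposited table lists 2109 genes as higher and 2455 as lower at a q value of at most 0.05, and 4429 of these were also called here, in the same direction.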

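Called genes were ranked if their mean was at least 1 CPM over the 6 libraries and the SS and control values did not overlap. Among them, the largest rises were those of SAA2-SAA4, LDLRAD2, TIAF1, EIF4EBP3 and EIF3CL. The largest falls were those of LY75-CD302, GOLGA6L10, TIGIT, TRIM39-RPP21 and NBPF10. LDLRAD2, on chromosome 1 from 21812265 to 21825221 (GRCh38), had 0.242 ± 0.106 CPM (SD, n = 2) in control and 4.56 ± 0.340 CPM in SS. Its log2 fold change was 4.16 (standard error 0.425, edgeR adjusted p = 0.000146). NBPF10, on chromosome 1 from 146064699 to 146144804, had 20.5 ± 1.29 CPM in control and 4.20 ± 0.965 CPM in SS, a log2 fold change of -2.28 (standard error 0.149, edgeR adjusted p = 1.80e-05). The control libraries had 0 and 1 counts of SAA2-SAA4, which was at least 7.46-fold higher in SS. LY75-CD302 and GOLGA6L10 were at or under 3 counts in both SS libraries, and were at least 21.5-fold and 18.3-fold lower there. Most of these genes share sequence with others, and their values are uncertain. SAA2-SAA4, LY75-CD302 and TRIM39-RPP21 are read-through genes, EIF3CL, GOLGA6L10 and NBPF10 have near-identical copies, TIAF1 lies inside MYO18A, and LDLRAD2 overlaps HSPG2 on the other strand.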

SS affected the expression of 4564 genes, of which 176 were altered by ≥2 fold (**Figure 3A**). We performed a KEGG pathway enrichment analysis of the differentially expressed genes to determine the critical pathways underlying the anticancer effect of SS. The top 10 enriched pathways, including the oxidative phosphorylation and mTOR signaling pathways, are shown in **Figures 3B, C**. Specifically, 105 genes were enriched in the oxidative phosphorylation pathway (**Figure 3D**). 

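The KEGG annotation in the deposited table placed 8730 of the tested genes in 391 pathways, and 3694 of these genes were called between SS and control. By the hypergeometric test with Benjamini-Hochberg adjustment over the pathways, Ribosome ranked first, with 133 of 154 genes called, 128 of them higher in SS (adjusted p = 1.21e-27). Oxidative phosphorylation ranked second, with 0.729 of its 144 tested genes called (adjusted p = 1.23e-11), and was followed by Thermogenesis, with 152 of 235 genes (adjusted p = 2.81e-10). Proteasome ranked 8, with 37 of 48 genes called (adjusted p = 4.65e-05). In the mTOR signaling pathway, 69 of 151 genes were called, 26 higher and 43 lower in SS, at rank 123 (exact hypergeometric p = 0.222, adjusted p = 0.704). A running enrichment score of the oxidative phosphorylation genes along the ranked log2 fold changes reached 0.613.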

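The fold change between SS and control depended on transcript length. Effective lengths were computed from the deposited counts and FPKM values. Across 14004 genes, which are not independent replicates, Spearman's rho of the log2 fold change with this length was -0.68. In the shortest eighth of the genes, the median log2 fold change was 0.46, and 1216 of 1235 called genes were higher in SS. In the longest eighth it was -0.46, and 1106 of 1136 called genes were lower. The pathways ranked accordingly, with a median length of 951 bases for Ribosome, 1402 for Oxidative phosphorylation and 3340 for mTOR signaling. With the length offset, 10 genes of the oxidative phosphorylation pathway were called, and its adjusted p was 1.

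**Figure D2:**
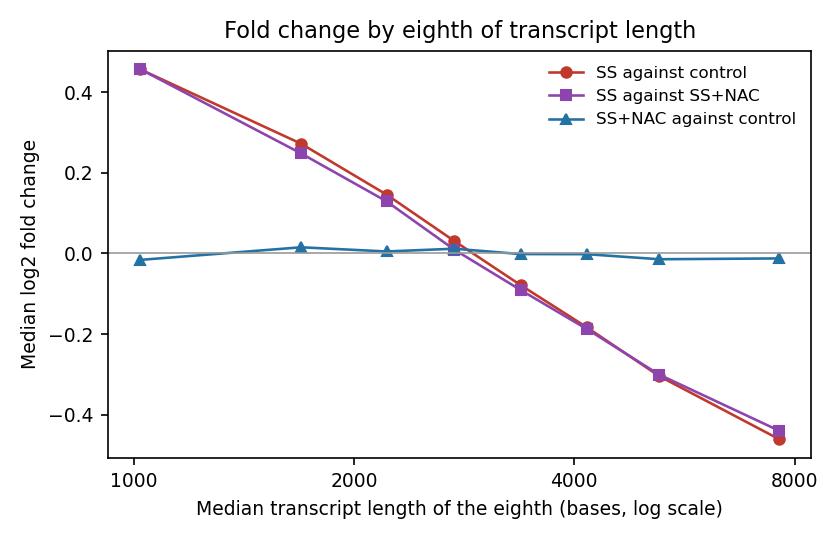
Median log2 fold change (vertical axis) of the genes in each eighth of effective transcript length (horizontal axis, median length in bases, log scale) for SS against control (red), SS against SS+NAC (purple) and SS+NAC against control (blue). The first 2 fall from 0.46 in the shortest eighth to -0.46 and -0.44 in the longest, and the third stays between -0.02 and 0.02.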

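In the comparison of SS with control, 105 of the 144 tested oxidative phosphorylation genes were called, 96 of them higher and 9 lower in SS. Adjusted over the list alone, 111 genes passed. The 10 genes of Fig. 3E were among the first 11 of the called genes by log2 fold change. Without UQCRHL, their log2 fold changes lay between 0.64 and 0.71 (standard errors 0.0705 to 0.101), with edgeR adjusted p between 0.000136 and 0.000885. NDUFS5, a complex I subunit on chromosome 1 from 39026318 to 39034636 (GRCh38), had 98.7 ± 0.764 CPM (SD, n = 2) in control and 162 ± 4.31 CPM in SS. COX7C, a complex IV subunit on chromosome 5 from 86617904 to 86620962, had 165 ± 0.467 CPM in control and 257 ± 20.0 CPM in SS. ATP5PD, a subunit of the ATP synthase on chromosome 17 from 75038863 to 75046985, rose from 106 ± 0.897 to 164 ± 8.81 CPM. No library had fewer than 618 counts of any of these 9 genes, and both SS libraries lay above both control libraries for each of the 3 named. Their effective lengths were 378 to 788 bases. With the length offset, their log2 fold changes lay between 0.01 and 0.21, and 0 of the 9 were called (lowest edgeR adjusted p 0.0937). UQCRHL had 2 and 0 counts in control and 20 and 14 in SS, which is at least 5.00-fold higher. Its reads are uncertain, because it is a near-identical copy of UQCRH, whose log2 fold change was 0.50 (standard error 0.0756, edgeR adjusted p = 0.000791).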

The expression of the top 10 enriched genes was validated by qRT-PCR in KHM-5M and three other thyroid cancer cells (**Figures 3E** and **S2A**). Among the genes enriched in the oxidative phosphorylation pathway, most encode components of the mitochondrial electron transport chain (mETC) complex, which is an important source of ROS. These results suggest that SS upregulated intracellular ROS levels by promoting mitochondrial oxidative phosphorylation.

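The KEGG oxidative phosphorylation pathway of the deposited table holds 152 genes, of which 80 encode subunits of complexes I to V and 22 encode the V-type proton pump of the lysosome. Of the genes called between SS and control, 75 encode subunits of complexes I to V, which is 71.4% of the called genes, and all 75 were higher in SS. The list of subunits covers genes in the nuclear genome. Subunits encoded by mitochondrial DNA were not analysed here.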

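The median log2 fold change of the oxidative phosphorylation genes between SS and control was 0.41, and 119 of the 144 were higher in SS. Relative to each gene's mean over all libraries, the median was -0.14 and -0.11 in the control libraries and 0.23 and 0.32 in the SS libraries. The set passed limma's camera test with a preset correlation of 0.01 between genes (adjusted p = 2.75e-16) and limma's fry test (adjusted p = 0.0167), but not camera with an estimated correlation (adjusted p = 0.259). With each library left out in turn, the median stayed between 0.35 and 0.46. In a permutation of genes, random sets of 144 genes matched on mean expression had a median of 0.01, and none of 10000 reached the observed value (p = 1e-04, the smallest these sets can give). Random sets matched on expression and transcript length had a median of 0.36 (0.31 to 0.40 for the central 95% of sets), and the observed value lay above 99.1% of them (one-sided permutation p = 0.0092). The length offset moved the median most, to 0.06 (camera adjusted p = 0.0312). From the rise of these genes, which encode parts of a main source of ROS, the paper proposes that SS raised ROS levels by promoting oxidative phosphorylation.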

**Figure 3:**
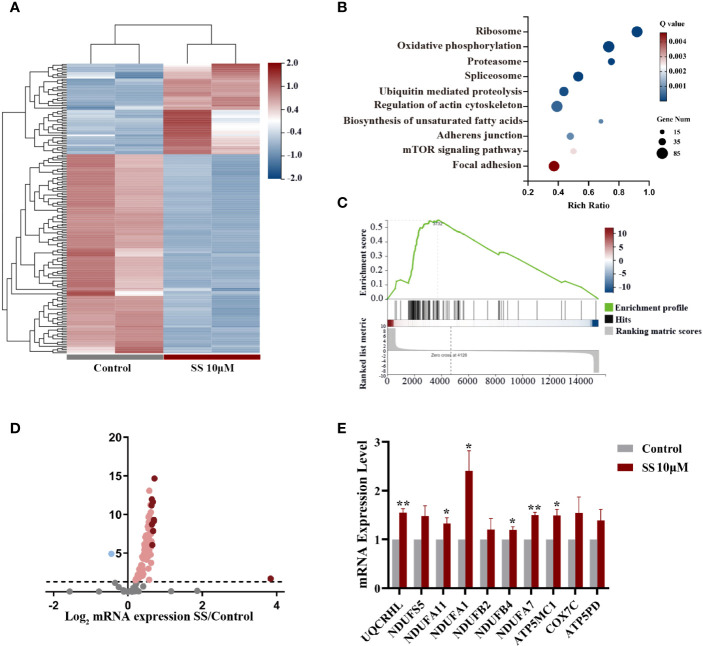
Gene expression analysis in thyroid cancer cells treated with SS. **(A)** Heatmap of differentially expressed genes between the SS and control groups. **(B)** Pathway enrichment analysis showing the top 10 changed pathways after SS treatment. **(C)** Single-sample gene set enrichment analysis (ssGSEA) was used to obtain the enrichment score of the oxidative phosphorylation pathway. **(D)** Volcano plot of genes enriched in the oxidative phosphorylation pathway (OXPHOS). **(E)** Relative RNA expression of the top 10 genes enriched in OXPHOS was validated by qRT-PCR in KHM-5M cells. SS, sodium selenite. *P < 0.05; **P < 0.01.

### SS Inhibits Thyroid Cancer Cell Growth *via* ROS Induction

As the transcriptomic analysis suggested that oxidative phosphorylation is involved in the effects of SS, we detected the intracellular ROS levels in thyroid cancer cells using DCFH-DA. As shown in **Figure 4A**, SS treatment for 6 h significantly increased the cellular ROS levels, which were restored by the ROS inhibitor NAC (2 mM) (**Figure 4A**). Moreover, the SS-induced reduction in cell viability was restored by NAC (**Figure 4B**), while the SS-induced cell cycle arrest and apoptosis were also reversed by NAC (**Figures 4C, D**).

**Figure 4:**
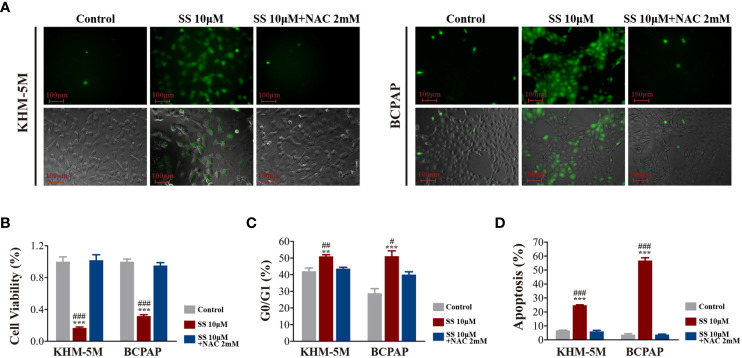
SS induced ROS in thyroid cancer cells. **(A)** Intracellular ROS levels detected by the ROS-sensitive fluorescent dye dichlorofluorescein diacetate (DCFH-DA) after incubation with SS or SS+NAC (2 mM) for 6 h. **(B)** Cell viability based on CCK8 assays, **(C)** cell cycle distribution based on flow cytometry, **(D)** apoptosis based on flow cytometry were detected after incubation with SS, PBS (control), or SS+NAC (2 mM) for 24 h. Data are expressed as mean ± SD. **P < 0.01; ***P < 0.001 *vs* control; ^#^P < 0.05; ^##^P <0.01; ^###^P < 0.001 *vs* SS+NAC group. SS, sodium selenite; NAC, N-acetylcysteine.

To confirm that the role of ROS regarding the effects of SS, we also performed RNA-seq in SS+NAC treated cells. 

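N-acetylcysteine (NAC) is a thiol antioxidant, which the paper used as a ROS inhibitor at 2 mM. The SS dose given together with NAC to the sequenced KHM-5M cells is not named in the paper's text. The expected counts of the 2 SS+NAC libraries summed to 23682740 and 22617180, with TMM factors of 1.02 and 1.06, and 16412 and 16476 genes had counts in them. These replicates also differed by more than the sampling noise, with a chi-square of 12.2 per degree of freedom. The libraries were made and processed by the authors in the same way as the control and SS libraries.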

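The SS+NAC libraries scored -13.0 and -22.6 on the first principal component, on the side of the control libraries. On the second component they scored -11.4 and -22.2, on the other side of 0 from the control libraries. Their root mean square log2 difference per gene was 0.321 from each other and 0.359 to 0.411 from the control libraries, compared with 0.448 to 0.573 from the SS libraries. The mean difference of the SS+NAC from the control libraries was 0.383, compared with 0.496 between the SS and control libraries. With log2(FPKM + 1) in place of log2 CPM, the mean for SS+NAC and control was 1.41 times that over replicate pairs. Between SS+NAC and control, 282 genes had an adjusted p of at most 0.05 from edgeR's quasi-likelihood test, 190 higher and 92 lower in SS+NAC.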

There was distinct segregation between the control and SS groups but not between the control and SS+NAC groups (**Figure S2B**). The differentially expressed genes between the SS and SS+NAC groups were enriched in the oxidative phosphorylation pathway (**Figure S2C**). These results strongly indicated that ROS induction played a key role in mediating the effect of SS in thyroid cancer cells.

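Between SS and SS+NAC, 5985 genes were called, 2745 higher and 3240 lower in SS. By the same pathway test, oxidative phosphorylation ranked 4, after Ribosome, Huntington's disease and Thermogenesis, with 95 genes higher and 10 lower in SS (adjusted p = 1.36e-10). The median log2 fold change of the pathway's tested genes was 0.44, and 113 of them were higher in SS. The set passed limma's camera test (adjusted p = 7.82e-19) and fry test (adjusted p = 0.0125), but not camera with an estimated correlation (adjusted p = 0.203). Of the 9 genes of Fig. 3E other than UQCRHL, NDUFB2 differed most, with a log2 fold change of 0.83 (standard error 0.0984, edgeR adjusted p = 0.000302). The length offset lowered the median of the set to 0.06 (camera adjusted p = 0.0026), with 20 genes called.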

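Between SS+NAC and control, 0 oxidative phosphorylation genes were called, and 10 had an unadjusted p under 0.05. Their median log2 fold change was -0.04 (limma's camera, adjusted p = 0.240). For the genes of Fig. 3E without UQCRHL, the log2 fold changes lay between -0.15 and 0.03, with edgeR adjusted p of at least 0.477. The comparisons of SS with control and of SS with SS+NAC use the same SS libraries, so their fold changes are related by construction. Across genes, the correlation of the fold changes was 0.73, against a median of 0.49 (0.45 to 0.55) in 50 simulations of unchanged groups that shared libraries in this way. In both comparisons 4417 genes were called, against 0 (0 to 3) in the simulations, and 4383 of the 4417 changed in the same direction. No group differed in the simulations, so any change confined to the SS libraries would exceed them. The length trend is such a change, with a rho of -0.68 against control and -0.64 against SS+NAC. The overlap therefore cannot tell this trend from a response of the cells that NAC prevented. From the segregation of SS but not of SS+NAC from control, and from the pathway enriched between SS and SS+NAC, the paper reasons that ROS induction played a key role in the effect of SS.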

### AKT/mTOR/4E-BP3 Axis Contributes to the Anticancer Effect of SS

The AKT/mTOR and MAPK pathways are major pathways in the development of thyroid cancer. Therefore, we investigated the effect of SS on these two pathways in thyroid cancer cells. As shown in **Figure 5A**, SS treatment significantly decreased the levels of phosphorylated and total AKT in a dose-dependent manner, and the phosphorylation levels of mTOR were correspondingly reduced. In contrast, there were no changes in the protein levels of key molecules in the MAPK/ERK pathway, including phosphorylated and total ERK. Importantly, the inhibitory effect of SS on the AKT/mTOR pathway was reversed by NAC treatment (**Figure 5B**).

**Figure 5:**
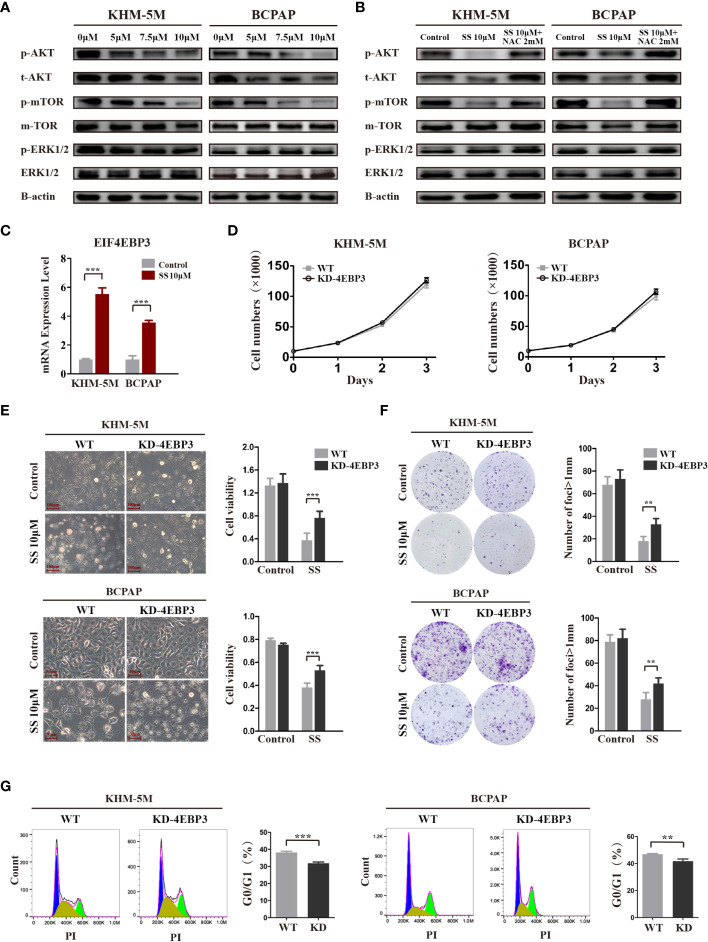
SS inhibits the AKT/mTOR/4E-BP3 axis in a ROS-dependent manner. **(A)** Thyroid cancer cells were treated with vehicle control or different concentrations of SS for 6 h, and the protein levels of p-AKT, total AKT, p-mTOR, total mTOR, p-ERK, and total ERK were detected by western blotting. The expression of β-actin was used as a reference. **(B)** NAC treatment reversed the inhibitory effect of SS on the AKT/mTOR pathway. **(C)** 4E-BP3 mRNA expression in SS treatment and control groups. **(D)** The proliferation of WT and 4E-BP3-knockdown cells under normal conditions. **(E)** Morphological changes, cell viability, and **(G)** percentage of G0/G1 phase cells in WT and 4E-BP3-knockdown groups after incubation with SS for 24 h. **(F)** Colony formation capacity of WT and 4E-BP3-knockdown cells after SS treatment. SS, sodium selenite; NAC, N-acetylcysteine. **P < 0.01; ***P < 0.001.

4E-BP3, encoded by the EIF4EBP3 gene, is an important molecule that mediates the effects of mTOR inhibitors (22). Our RNA-seq results showed that SS significantly upregulated EIF4EBP3 mRNA in KHM-5M cells, which was confirmed by qRT-PCR in KHM-5M and BCPAP cells (**Figure 5C**). 

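EIF4EBP3 had 7 and 5 counts in the control libraries, 31 and 84 in the SS libraries and 0 and 5 in the SS+NAC libraries. This corresponds to 0.308 ± 0.115 CPM (SD, n = 2) in control, 2.59 ± 1.76 CPM in SS and 0.104 ± 0.147 CPM in SS+NAC. The log2 fold change of SS over control was 3.08 (standard error 0.665, edgeR adjusted p = 0.00462), and that of SS over SS+NAC was 4.56 (standard error 0.775, edgeR adjusted p = 0.00125). The authors' deposited table gives a log2 fold change of 3.20 and a q value of 4.85e-05 for SS against control. Without SS replicate 2, which had the highest count, the log2 fold change was 2.15, and without SS replicate 1 it was 3.65. The length offset gave 2.54 (edgeR adjusted p = 0.0393). The gene has too few counts to pass a minimum of 10 in every library, and DESeq2 as run here, on all 6 libraries with independent filtering, gave no adjusted p for it. The read-through gene ANKHD1-EIF4EBP3, with which it shares most of its sequence, had 77.7 ± 11.3 CPM in control and 63.6 ± 5.83 CPM in SS, a log2 fold change of -0.29 (standard error 0.154, edgeR adjusted p = 0.157). RSEM divides the reads of the shared exons between the 2 genes, so the value of EIF4EBP3 is uncertain.

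**Figure D3:**
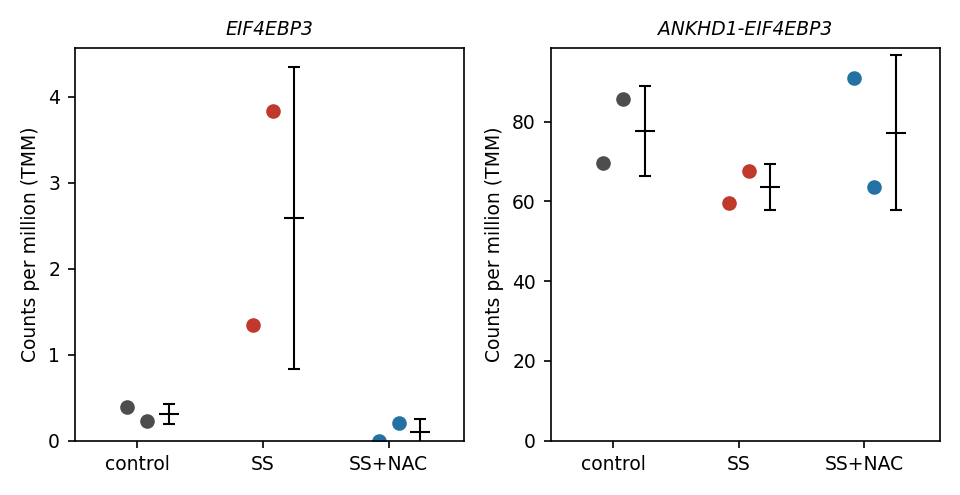
CPM of EIF4EBP3 (left) and ANKHD1-EIF4EBP3 (right) in the control, SS and SS+NAC libraries, where points are libraries and horizontal lines with bars are the mean and SD of 2 libraries. The EIF4EBP3 points of SS, at 1.35 and 3.84 CPM, lie above all other libraries, the highest of which had 0.389 CPM.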

Based on these results, we speculate that 4E-BP3 may be involved in the anticancer effects of SS. To confirm our hypothesis, we transiently knocked down 4E-BP3 using siRNA and assessed the cell behaviors. Although there was no significant difference in cell proliferation between WT and 4E-BP3-knockdown cells under normal conditions (**Figure 5D**), the latter cells had higher viability and clonogenicity after SS treatment (**Figures 5E, F**), and a significantly lower proportion of G0/G1 cells after SS treatment (**Figure 5G**). Taken together, our findings indicate that the effects of SS on thyroid cancer cells were mediated by the AKT/mTOR/4E-BP3 axis in a ROS-dependent manner.

### SS Inhibits the Growth of Thyroid Cancer *In Vivo*

To investigate the anticancer effect of SS *in vivo*, thyroid cancer cells (KHM-5M or BCPAP) were injected into the right flank of BALB/c nude mice. Mice with xenografts were treated with 2, 4, or 8 mg/kg SS or saline (control) daily *via* oral administration. As shown in **Figure 6A**, xenograft tumors treated with SS exhibited slower growth than tumors in the control group, and the effect was dose-dependent. NAC treatment reduced the inhibitory effect of SS on the xenograft tumors (**Figures 6B, C**). Next, we evaluated the effect of SS on cell proliferation and apoptosis in the xenograft tumors using Ki67 staining and TUNEL assays. The results showed that the proportion of Ki67-positive cells in tumor tissues was significantly lower in the SS group than the control group, while the percentage of TUNEL-positive cells was significantly higher. The effects of SS on cell proliferation and apoptosis in xenograft tumors were reversed by NAC (**Figures 6D, E**). There were no significant differences in body weight between the experimental and control groups (**Figure S3A**). The toxicity of SS on the major organs of mice was evaluated by HE staining, with no obvious damage being observed between the SS and control groups (**Figures S3B, C**). These findings indicated that SS treatment inhibited thyroid cancer *via* ROS induction *in vivo*.

**Figure 6:**
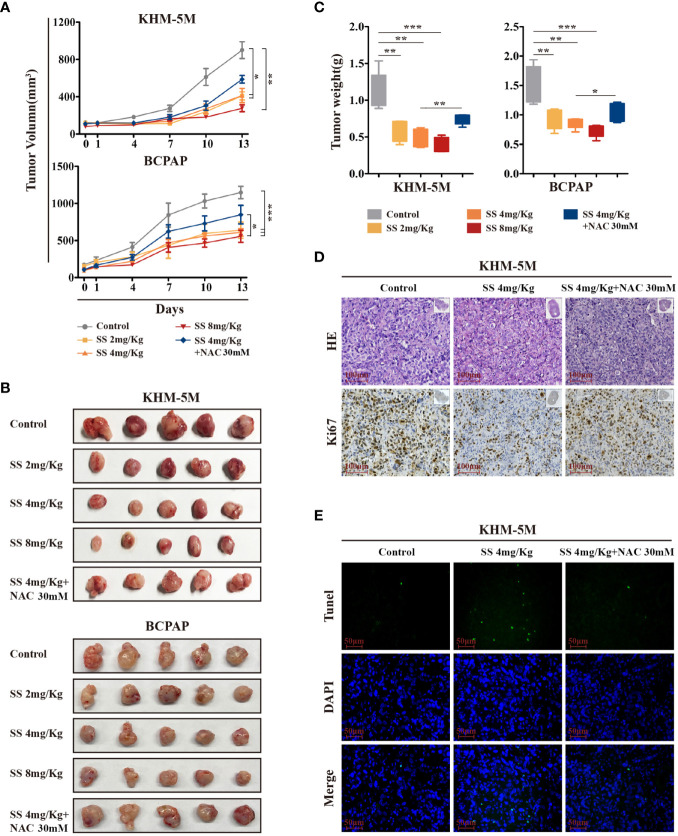
The therapeutic effect of SS in xenograft mouse models. **(A)** Tumor-bearing mice were treated with 0–8 mg/kg SS or SS+NAC for 14 days, and tumor volumes were measured using digital calipers. **(B)** Tumor tissues were removed and photographed after treatment. **(C)** Box-whisker plot of tumor weights. **(D)** Ki-67 staining and **(E)** TUNEL assay were used to evaluate the proliferation and apoptosis in dissected tumors from different groups. Data are expressed as mean ± SD. SS, sodium selenite; NAC, N-acetylcysteine. *P < 0.05; **P < 0.01; ***P < 0.001.

## Discussion

This is the first study to show that sodium selenite induces cell cycle arrest and apoptosis in thyroid cancer. 

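In the KHM-5M libraries, the mRNA of AKT1 changed little between control and SS (312 ± 7.39 and 301 ± 25.9 CPM, SD, n = 2), with a log2 fold change of -0.05 (standard error 0.0876, edgeR adjusted p = 0.666). Its sign depended on 1 library and was positive, at 0.03, without SS replicate 1. AKT2 fell by 0.29 on the log2 scale (standard error 0.0951, edgeR adjusted p = 0.0327). MTOR, on chromosome 1 from 11106535 to 11262507 (GRCh38), had 92.5 ± 2.33 CPM in control, 66.2 ± 1.62 CPM in SS and 81.1 ± 8.33 CPM in SS+NAC. Its log2 fold change of SS over control was -0.48 (standard error 0.0842, edgeR adjusted p = 0.00152), and 0.01 with the length offset (edgeR adjusted p = 0.969). With this offset, AKT2 was not called, with a log2 fold change of -0.09 (edgeR adjusted p = 0.610). The genes of the mTOR signaling pathway had a median log2 fold change of -0.10, which did not pass limma's camera test (adjusted p = 0.194) but passed its fry test (adjusted p = 0.0117). Protein levels and phosphorylation, which the paper measured by western blotting, were not analysed here.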

By performing transcriptome sequencing, we revealed that sodium selenite stimulated the accumulation of intracellular ROS by upregulating mETC components and suppressing the AKT/mTOR pathway. An mTOR signaling repressor gene, EIF4EBP3, was found to be involved in the anticancer effect of selenite in thyroid cancer. Furthermore, the ROS inhibitor NAC abrogated the cytotoxicity of ROS and, thus, the anticancer effect of sodium selenite in thyroid cancer cells.

The cell cycle and apoptosis are two important determinants of the cell proliferation rate. The cell cycle checkpoint is a crucial mechanism to ensure high-fidelity cell division. Apoptosis is a form of programmed cell death, and the organelles and other proteins from apoptotic cells can be recycled by other cells. We showed that SS can effectively impede the cell cycle and induce apoptosis in thyroid cancer cells. Previous analyses of gene expression profiles in several cancer cells also showed that selenium specifically downregulated CYCLIN A, CYCLIN D, CDC25A, CDK4, and other cell cycle-related genes to induce cell cycle arrest (10, 23). Experiments in H22 hepatocarcinoma cells found that selenium nanoparticles exerted a more pronounced blocking effect on the G0/G1 phase than cisplatin (24). Therefore, the specific regulation of the tumor cell cycle and apoptosis by selenium makes it a potential tumor treatment option.

Among the diverse anticancer mechanisms of selenite (10, 25), the major one is its regulation of redox homeostasis, which is fundamental for maintaining cellular function and cell survival. Cancer cells are characterized by increased aerobic glycolysis, which is needed to fuel their uncontrolled growth (26). Because of the accumulation of ROS, upregulated antioxidant systems are vital for the survival of cancer cells (27), and these cells exhibit vulnerability to increased oxidative stress (7). Here we showed that SS treatment sharply decreased thyroid cancer cell viability by increasing ROS, which is consistent with previous findings. In prostate cancer cells, ROS production was indispensable for SS-induced decreased ATP levels and cell death (28). Treatment of liver cancer cells with pharmacological doses of SS under normoxic conditions caused intracellular oxidative stress while, under hypoxic conditions, the SS-induced accumulation of hydrogen selenide (H2Se) led to reducing stress (14). 

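In SS against control, the 37 complex I genes had a median log2 fold change of 0.55, and 35 of them were called, all higher in SS. Of the 13 tested complex IV genes, 12 were called, all higher in SS, and the median was 0.56. The other complexes had medians of 0.31 over 4 genes (complex II), 0.48 over 10 genes (complex III) and 0.53 over 16 genes (complex V). Complexes I and IV passed limma's camera test (adjusted p = 2.51e-17 and 1.93e-09) and its fry test (adjusted p = 0.0167 and 0.0153), and with an estimated correlation neither passed (adjusted p = 0.259 for both). For complex I, the median deviation from the gene means was -0.16 and -0.15 in the control libraries, 0.28 and 0.51 in the SS libraries, and -0.14 and -0.28 in the SS+NAC libraries. With the length offset, the medians were 0.07 for complex I and 0.03 for complex IV, and neither passed camera (adjusted p = 0.143 and 0.512). Complex III, with 0.14 (adjusted p = 0.00516), and the 5 complexes together, with 0.057 (adjusted p = 0.0129), still passed. The offset was fitted on length alone and the length trend was stronger at high expression, so these medians may hold a remainder of the trend.

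**Figure D4:**
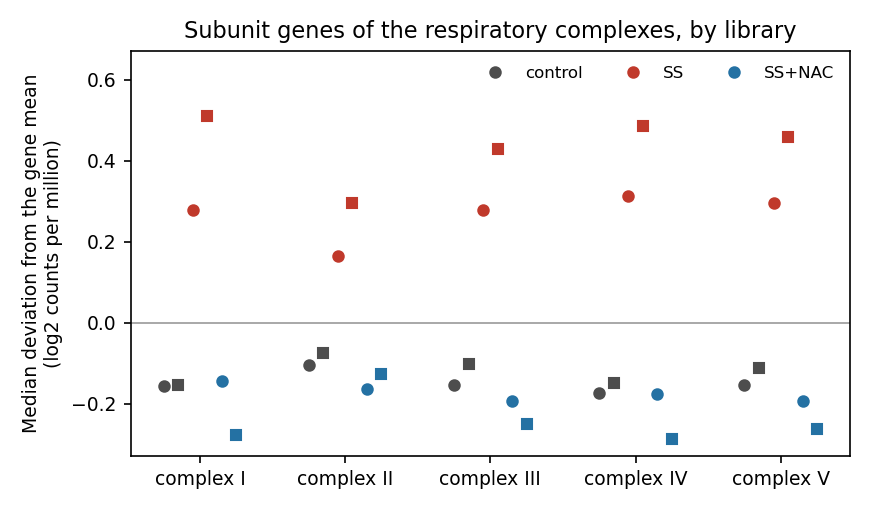
Median deviation of log2 CPM from each gene's mean over the 6 libraries (vertical axis) for the subunit genes of complexes I to V, with 1 point per library of control (grey), SS (red) and SS+NAC (blue), circles for replicate 1 and squares for replicate 2. In each complex both SS libraries lie above 0, by 0.17 to 0.51, and all other libraries lie below 0.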

Through transcriptomic sequencing, we found that SS upregulated genes encoding the mitochondrial complex I and IV subunits in thyroid cancer cells. The mETC is a major source of intracellular ROS production (29), and the ubiquinone reduction site of complex I has the largest ROS production capacity among the four complexes in the mETC. Thus, the increased ROS caused by mitochondrial oxidative phosphorylation may be the main mechanism underlying the effect of SS against thyroid cancer.

ROS accumulation activates multiple pathways and affects cell survival. As a classic oncogenic pathway in the development of thyroid cancer, the AKT/mTOR pathway is also closely related to metabolic stress and cellular nutritional status (30, 31). Our study showed that increased ROS levels inhibited the AKT/mTOR pathway, which in turn led to apoptosis. Eliminating ROS using NAC reversed the inhibitory effect of SS on the AKT/mTOR pathway. Furthermore, as an important therapeutic target in various types of cancer, including thyroid cancer (32), mTOR exerts various impacts on multiple genes related to cell proliferation, among which 4E-BP3 is an important effector molecule. Here, we found a significant upregulation of EIF4EBP3 in cells treated with SS, and further functional experiments revealed that knocking down EIF4EBP3 mitigated the effect of SS in thyroid cancer. Consistent with our findings, a previous study reported that inhibition of mTOR by rapamycin upregulated EIF4EBP3 and induced cancer cell death (22).

Analyses of xenograft mice further validated the anticancer effect of SS on thyroid cancer, which was mitigated by NAC treatment. The reversal effect of NAC was not as powerful as in the *in vitro* experiments, which might be caused by its low bioavailability *in vivo*. While our study and studies in other cancer types have demonstrated the therapeutic effects of sodium selenite (13, 33, 34), its clinical feasibility remains to be evaluated in clinical trials.

In conclusion, this study provides evidence that sodium selenite effectively suppresses thyroid cancer growth. We also revealed a novel mechanism involving upregulation of mETC components, increased intracellular ROS, and inhibition of the AKT/mTOR pathway. The results provide a basis for the management of aggressive thyroid cancer by sodium selenite supplementation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168843).

## Ethics Statement

The animal study was reviewed and approved by the Ethical Committee of the First Affiliated Hospital of Sun Yat-sen University.

## Author Contributions

ZC, SH, and HX conceived and designed the study. ZC, SY, and WH performed the experiments and analyzed the data. TX, JX, and PS conducted data curation and analyzed the data. JL, SC, and YL were responsible for software analysis and data visualization. ZC wrote the first draft of the manuscript. SH and HX reviewed and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Youth Program of the National Natural Science Foundation of China (No. 81802677) and Guangzhou Science and Technology Project (No. 201803010057).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

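The data are RNA-seq libraries of KHM-5M cells in 3 groups of 2 replicates: control, SS, and SS with NAC (SS+NAC). The replicates of a group share a number with those of the other groups, and nothing in the sample labels says that equal numbers belong together. The groups were mapped by the treatments that the paper and the labels name. The number in the titles of the SS samples has no unit and was not used as a dose. Western blots, flow cytometry, quantitative PCR and the mouse experiment were not analysed here. Results for some genes that the paper names are not reported here.

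The authors captured polyadenylated RNA with oligo(dT), fragmented it, made cDNA from random primers and sequenced it in single-end reads. They removed low-quality reads, mapped the rest with HISAT2 and estimated transcript and gene levels with RSEM. The deposited table has 95 columns for 17687 genes. It holds the expected counts that the authors obtained from RSEM for each library. It also holds FPKM values, which the authors computed with RSEM from these counts, the gene length and the depth. The TPM values in the deposited table were likewise made by the authors with RSEM. The log2 fold changes in the deposited table are those of the authors' comparisons of groups, made with DESeq2 according to the column names. The p-values and q-values in the deposited table come from the same comparisons by the authors. The 9 columns of group means were not used. The table gives KEGG pathways, which the authors assigned. These assignments are broad for some pathways of autophagy. Effective gene lengths were computed here for each library from its deposited counts, FPKM values and summed counts, leaving out low values. The median over libraries was used, so these lengths come from the same counts that were tested. Gene coordinates were taken from GENCODE release 29 on GRCh38, where 17008 of the genes were found.

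The libraries had between 17645545 and 23810056 expected counts and between 16080 and 16476 genes with a count. At this depth a gene with 100 counts has a sampling error of about 0.1 of its value, which is more than the biological coefficient of variation of the fit. The counts were rounded to whole numbers. Genes were kept with filterByExpr of edgeR 4.0.16 (R 4.3.3), which left 14005 genes, and scaled with TMM. The 6 libraries were fitted together, and the 3 pairs of groups were compared with the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p of at most 0.05 were called. A gene with no more than 3 counts in each library of a group was given a fold change as a lower bound, with 3 counts in place of each of these counts. Genes named for the size of their change had a mean of at least 1 CPM over the 6 libraries. For these genes, both libraries of 1 compared group also lay above both of the other. Values given with ± are the mean and SD of 2 libraries.

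Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with fry, over 20 sets. The oxidative phosphorylation and mTOR signaling sets came from the table's KEGG assignments. The others were written as lists: the subunits of complexes I to V, each alone and together, cytosolic ribosomal proteins, the proteasome, NRF2 targets, ATF4 and CHOP targets, the heat shock response, metallothioneins, selenoproteins, p53 targets, G1/S genes, G2/M genes, cholesterol synthesis and the MTRNR2L genes. Pathways were tested by the hypergeometric test on called genes, against the tested genes with any KEGG pathway. The oxidative phosphorylation genes were also compared with 10000 random sets, whose genes were drawn from the 100 nearest neighbours of each gene in mean expression, or in expression and length. Principal components and distances were computed on log2 CPM with a prior count of 2.

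The length offset was computed for each library by a lowess fit (span 0.3) of the deviation of each gene's log2 CPM from its mean over all libraries on the log of transcript length. It was added to the fit as an offset. The comparisons that share the SS libraries were set against 50 simulations in which no group differed. The fit was tested on simulated data with 200 changed genes out of 14005. It called 197 genes, 15 of them falsely, and recovered 91% of the changed genes. With a length trend in the simulated data it called 3989 genes, of which 3812 were false, and with the offset 206, of which 22 were false. A simulated rise of a set by 0.4 was recovered as 0.38 with the offset. This recovery was not split by expression level. In the data, Spearman's rho of fold change and length (SS over control) was -0.36 in the lowest expression group and -0.87 in the highest. The offset was fitted on length alone, so the simulation cannot show that the offset removes the trend at every expression level.

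The alternatives tried were DESeq2 1.42.0 for size factors and for the Wald test, other filters on low counts, the compared libraries only, a replicate block, the length offset, Bonferroni adjustment, thinning to the smallest total, other set tests, other backgrounds, other inputs to the principal components, and leaving out each library. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.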

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

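For the length trend, the tests of gene span, expression level, GC content, annotated length and single libraries were set before the result was seen, and the test of RNA quality was chosen only after it was seen. The tests on shared reads, on an unusual control library, on swapped labels and on NAC itself were also chosen only after the results were seen.

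The log2 fold change of SS over control fell with transcript length (Spearman's rho -0.68). The paper does not report this trend. With annotated transcript lengths in place of the effective lengths computed from the deposited counts and FPKM values, rho was -0.42. At a fixed GC content it was -0.67. In the group of lowest expression, where it was weakest, it was -0.36, and in the group of highest expression it was -0.87. At a fixed span of the gene on the genome it was -0.58, which a trend with span alone would not leave. Span at fixed length had a rank correlation of -0.22, so a part of the trend went with span. The slope per 10-fold length of each pair of an SS and a control library was -0.83 or steeper, so the trend did not come from 1 library. The largest slope between replicates was 20.4% of the mean slope of SS over control, which was -0.94. Whether this slope comes from SS treatment of the cells or from RNA quality or fragment size selection in the SS libraries cannot be told apart, because no SS library was made in another way and the SS libraries are the only ones with the trend. One hypothesis, not tested here, is that longer mRNAs were lost or degraded more in cells that were dying from SS. RNA integrity numbers and coverage along transcripts for the same libraries would separate these explanations.

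In SS+NAC, 8 MTRNR2L genes were called lower than in control, and the same number were lower in SS. This family was singled out after its values were seen. Over its 7 members with a mean count of at least 100, the log2 fold changes lay between -2.16 and -1.91 in SS and between -2.94 and -2.74 in SS+NAC. The range of 0.24 across members in SS fits reads that are shared among near-identical copies, so the members may be 1 signal and not 8. These genes resemble the mitochondrial 16S ribosomal RNA, and a candidate explanation for the signal is reads of that RNA. An unusual control library does not explain it, since the lower of the control libraries had 8650 CPM of the family and the highest other library 2037 CPM. Counts of mitochondrial transcripts from the reads would show where these reads come from.

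Between SS+NAC and control, 282 genes were called. NRF2 targets rose by a median log2 fold change of 0.63 (13 of 14 genes higher, camera adjusted p = 5.54e-59, estimated correlation adjusted p = 0.0139). ATF4 and CHOP targets rose by 0.86 (14 of 14 genes higher, camera adjusted p = 2.63e-65, estimated correlation adjusted p = 0.00703). Of single genes, SLC7A11 (log2 fold change 2.13), CHAC1 (1.80), SESN2 (1.60), SRXN1 (1.31) and TXNRD1 (1.19), which were singled out after their values were seen, rose. With the length offset the smaller of the 2 set medians was 0.62, so length does not explain the rise. In the genes of Fig. 3E, which the paper shows as higher in SS by qRT-PCR, the log2 fold change of SS+NAC over control was at most 0.031, UQCRHL apart. A swap of the SS and SS+NAC labels still cannot be told apart from a rise in SS+NAC, because these genes are short, their rise in SS was not called with the length offset (lowest edgeR adjusted p 0.0937), and the qRT-PCR was not analysed here. NRF2 targets were lower in SS than in SS+NAC, by a log2 fold change of -0.46. Whether SS with NAC or NAC itself raised these genes cannot be told apart, because no group had NAC without SS. A hypothesis is that the cells given NAC still met selenium stress, or more of it, and libraries of cells given NAC alone would test it.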

How the results depend on the processing

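The planned settings were set before the data were examined. The DESeq2 test without independent filtering, the GC content offset and the list of complex subunits were chosen only after the results were seen.

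The number of called genes depended most on the length offset and on the adjustment. For SS against control, the length offset called 1292 genes, the replicate block with the length offset 845 and Bonferroni adjustment 220. Of genes changed at least 2-fold, DESeq2's Wald test called 145, at least 10 counts in every library 180, the length offset 115, the replicate block with the offset 108, Bonferroni adjustment 64 and DESeq2 without independent filtering (chosen after) 175. For SS against SS+NAC, the length offset called 2027 genes, the replicate block with the offset 1342, Bonferroni adjustment 191 and DESeq2 without independent filtering (chosen after) 3811. For SS+NAC against control, Bonferroni adjustment called 40 genes, and DESeq2's Wald test called 178 higher and 137 lower. The other scalings, filters, thinning and the GC content offset left the counts in the same range.

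The replicate numbers do not pair the libraries. The correlation of their deviations was 0.113, -0.105 and -0.175 for the 3 pairs of groups. With the number as a replicate block, 4857 genes were called for SS against control, and of the other values only the call of AKT2 changed.

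The oxidative phosphorylation set kept its median of 0.41 for SS against control with an estimated correlation (adjusted p = 0.259), and 0.44 for SS against SS+NAC (adjusted p = 0.203), but did not pass. With the subunits of complexes I to V in place of the KEGG set, the median for SS+NAC against control was -0.071 (adjusted p = 0.0145). Without SS replicate 2 or SS replicate 1, the median of the set was 0.35 or 0.46 for SS against control and 0.38 or 0.50 for SS against SS+NAC, and the median of complex I was 0.44 or 0.64.

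Complex I had a median of 0.073 with the length offset (adjusted p = 0.143), 0.072 with the replicate block and the offset (adjusted p = 0.179) and 0.55 with an estimated correlation (adjusted p = 0.259). Complex IV had 0.032 with the offset (adjusted p = 0.512), 0.034 with the block and the offset (adjusted p = 0.525) and 0.56 with an estimated correlation (adjusted p = 0.259).

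In the oxidative phosphorylation pathway for SS against control, 9 called genes were lower only, 1 was called under Bonferroni adjustment and 10 with the length offset. For SS against SS+NAC these were 10, 7 and 20. The ratio of distances between SS and control to those between replicates was 1.34 for the 500 most variable genes and 2.06 with log2(FPKM + 1). For SS+NAC and control it was 1.41 with log2(FPKM + 1).

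The length offset, alone or with the replicate block, changed the sign of values that passed with or without it: MTOR (0.0081 and 0.0083), UQCRH (-0.045 and -0.045), cytosolic ribosomal proteins (-0.032 and -0.032), selenoproteins (-0.0060 and -0.0061) and G2/M genes (-0.028 and -0.028) for SS against control, and metallothioneins for SS+NAC against control (0.068 and 0.069). Metallothioneins in SS against SS+NAC also changed sign with the offset (-0.17, adjusted p = 0.0353) and passed both ways. Of values that passed neither way (camera for sets, edgeR for genes), the offset changed the sign for selenoproteins (-0.05) and mTOR signaling (0.02) in SS against SS+NAC, for mTOR signaling (0.0081), CCND3 (-0.06) and ANKHD1-EIF4EBP3 (0.20) in SS against control, and for complex IV (0.0053) in SS+NAC against control. With a library left out, the sign of 4 genes changed: AKT1 (-0.15 without SS replicate 2, 0.031 without SS replicate 1), CDC25A (-0.22 without control replicate 1, 0.012 without control replicate 2), CCNA2 (-0.16 without SS replicate 2, 0.0025 without SS replicate 1) and CCND2 (-0.094 without SS replicate 2, 0.70 without control replicate 1). EIF4EBP3 stayed between 2.15 and 3.65.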

Differences from the paper's values

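The DESeq2 test without independent filtering was chosen only after the result was seen, and the other alternatives were set before the data were examined.

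The paper gives 176 genes as altered at least 2-fold between SS and control, and 277 were found here. The authors' deposited table gives 176 as well. DESeq2's Wald test gave 145 genes and a minimum of 10 counts in every library gave 180, and both close the difference. DESeq2 on the 4 libraries without independent filtering gave 175. Other settings did not close it: 278 with DESeq2 size factors, 268 without a filter, 300 with the 4 libraries only, 273 with a replicate block, 272 after thinning, 115 with the length offset, 108 with both and 64 with Bonferroni adjustment.

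The paper's Fig. 3B lists mTOR signaling among the enriched pathways, and here it ranked 123, with an adjusted p of 0.704. It had an adjusted p of at most 0.05 only with all tested genes as the background, in 4 settings: no filter (0.0323), DESeq2's Wald test (0.00290), DESeq2 on the 4 libraries (0.00519, chosen after) and the authors' calls (0.00554). Against genes with a KEGG pathway, the authors' calls gave 0.105 and DESeq2's Wald test 0.0691. Ubiquitin mediated proteolysis ranked 100, Regulation of actin cytoskeleton 59 and Focal adhesion 133. They passed in some other settings. Against genes with a KEGG pathway, their adjusted p was 0.0293, 0.0130 and 0.0495 with DESeq2's Wald test, 0.0385, 0.0231 and 0.105 with the authors' calls, and 1, 0.0446 and 0.00494 with Bonferroni adjustment. With all tested genes as the background, all 3 passed with DESeq2's Wald test and with the authors' calls.

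Fig. 3D shows 1 oxidative phosphorylation gene as lower in SS, and 9 were lower here. The authors' deposited table calls 101 genes of this pathway, 95 of them higher in SS. It therefore also has more than 1 lower gene, and fewer called genes than the 105 that the paper gives. The paper states that control and SS+NAC did not segregate. In the principal component analysis here they lay on opposite sides of component 2, with 282 genes called between them. The paper names the Bonferroni correction, and the q values in the authors' table lay within 1.61e-15 of a Benjamini-Hochberg adjustment. Under Bonferroni adjustment, the authors' p-values leave 1460 genes, and 90 of them changed at least 2-fold.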

Other observations

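The length offset and the random sets were set before the results were seen, and the genes TXNRD1, SLC7A11, SRXN1, CHAC1, SESN2, UQCRH and ANKHD1-EIF4EBP3 were singled out only after.

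The rise of oxidative phosphorylation genes and the length trend overlap. With the length offset the median of the set between SS and control was 0.059, so most of the rise fits a length bias. The observed median of 0.41 lay above 99.1% of the random sets matched on expression and length, whose median was 0.36. These sets were drawn gene by gene, without the correlation among genes of a pathway. With an estimated correlation, the set did not pass camera (adjusted p = 0.259). The random sets therefore cannot exclude that short transcripts of any function account for the rise. An offset cannot tell a technical length trend from a change of short mRNAs in cells, and it lowers both. It was fitted on length alone, so a part of the trend may remain at some expression levels. It is a hypothesis that a smaller rise of these genes remains after length, and libraries with spiked RNA of known lengths would test it.

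For SS against control, the sets had these medians, with the camera adjusted p in brackets: cytosolic ribosomal proteins 0.50 (2.05e-25), the proteasome 0.34 (8.86e-08), NRF2 targets 0.38 (0.00439), ATF4 and CHOP targets 0.44 (2.19e-06), the heat shock response 0.16 (0.0770), metallothioneins 0.65 (2.91e-05), selenoproteins 0.22 (0.0118), p53 targets 0.18 (0.118), G1/S genes 0.14 (0.104), G2/M genes 0.02 (0.203), cholesterol synthesis 0.02 (0.704) and complexes I to V together 0.54 (3.69e-28). The MTRNR2L genes had -1.97 (8.04e-37). Complex I had 0.55 (2.51e-17), complex II 0.31 (0.0225), complex III 0.48 (2.19e-06), complex IV 0.56 (1.93e-09) and complex V 0.53 (7.67e-10). The oxidative phosphorylation set had 0.41 (2.75e-16) and the mTOR signaling set -0.10 (0.194). With the length offset, ATF4 and CHOP targets kept 0.25, and cytosolic ribosomal proteins, metallothioneins and selenoproteins had -0.03, 0.01 and -0.01. Of the NRF2 targets, 9 were higher and 5 lower in SS without the offset. Their median was 0.09 with the offset (camera adjusted p = 0.0343), with 2 genes called, so most of it went with length. The proteasome also had 0.09 with the offset (camera adjusted p = 0.0682).

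Between SS and SS+NAC, ATF4 and CHOP targets had a median of -0.23 (7.98e-06), metallothioneins 0.56 (0.00620) and G1/S genes 0.22 (0.0155). These medians were -0.41 (4.49e-20), -0.17 (0.0353) and 0.23 (0.00212) with the length offset, so the direction of the metallothioneins depended on the offset. Complex I in this comparison kept 0.083 with the offset (0.0126). Between SS+NAC and control, G2/M genes had -0.20 (camera adjusted p = 6.95e-04, fry adjusted p = 0.376) and cytosolic ribosomal proteins -0.08 (camera adjusted p = 0.00711, fry adjusted p = 0.594).

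Of the genes whose proteins the paper names, BCL2 fell by a log2 fold change of -0.87 (edgeR adjusted p = 8.82e-04) and still by -0.66 with the length offset (edgeR adjusted p = 0.0144). MKI67 had -0.82 (edgeR adjusted p = 3.19e-04), and -0.25 with the offset (edgeR adjusted p = 0.165). MAPK3 had 0.32 (edgeR adjusted p = 0.00845), and 0.10 with the offset. CDK4 (0.26), CDC25A (-0.12), CCNA2 (-0.07), CCND1 (-0.23), CCND2 (0.35) and CCND3 (0.11) were not called with edgeR. For CDK4 and CCND1 the call depended on the test. Their edgeR adjusted p was 0.0741 and 0.0660, above the limit. The q values in the authors' deposited table were 0.0311 and 0.00809, which pass the same limit. The other genes of this list did not pass there either.

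Between SS and SS+NAC, RPS10-NUDT3 was at least 34.8-fold and PLA2G4B at least 22.1-fold higher in SS, and LY75-CD302 at least 34.7-fold and GOLGA6L10 at least 14.6-fold lower. These genes overlap others or have near-identical copies, and their values are uncertain. The SS libraries also differed in RPS10-NUDT3, with 159 counts in replicate 1 and 38 in replicate 2. Between SS+NAC and control, EGR1 rose by a log2 fold change of 3.36 (edgeR adjusted p = 3.62e-07) and CXCL8 by 3.09 (edgeR adjusted p = 0.0122). CXCL8 had 1585 and 4738 counts in the SS+NAC libraries and 348 and 261 in control, so the size of its rise is uncertain. The called genes of this comparison were enriched in Fluid shear stress and atherosclerosis (14 of 140 genes, adjusted p = 5.46e-04), MAPK signaling (20 of 282 genes, adjusted p = 5.46e-04) and TNF signaling (12 of 129 genes, adjusted p = 0.00227).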
